A study of Caenorhabditis elegans with 12 samples. Its data were reported in "The DREAM complex functions as conserved master regulator of somatic DNA-repair capacities" (2023).

How the data were processed

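The deposited table held one FPKM value per gene and library. Per the labels, the authors depleted ribosomal RNA, prepared stranded libraries, sequenced paired-end reads of 75 bases, aligned them with Tophat within the QuickNGS workflow on the gene models of Ensembl 85, and computed FPKM with Cufflinks. The authors named DESeq2 for their own tests of genes. RNA of 4 replicates per condition was quality-checked and 3 were chosen, which explains why the replicate numbers run from 1 to 4. The sources do not name the genome build, do not say whether the counting used strand, and give no reads per library. Antisense and overlapping genes can therefore not be told apart with certainty.

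The table listed 46245 gene identifiers, of which 45990 were found in the WBcel235 annotation of Ensembl 115 and 255 were not, and chromosome, span and biotype came from that release. FPKM of the 12 libraries were scaled by median-ratio size factors (0.969 to 1.049) over genes above 0 in all libraries. Protein-coding genes with a mean of at least 1 FPKM over all libraries were kept, which left 12913 genes. Values were taken to log2(FPKM + 0.5), a scale that understates the change of low genes. Of the tested genes 255 had at least 1 library at 0, and 83 of them had a median of 5 or more in the other libraries. Some of these zeros look like a failed estimate, as for rps-12, at 0 in 5 libraries with a median of 2870 in the others. Others follow the groups, as for F09C6.13, at 0 only in the 3 N2 mock libraries. The values do not tell the 2 kinds apart in every gene, so such genes are described only as listed at 0.

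A linear model with 4 group means was fitted over all 12 libraries with limma, with an intensity trend in the empirical Bayes step (prior df 3.28), and 5 contrasts were taken, namely strain without UV, strain after UV, UV in each strain, and the difference between the UV effects, called interaction. Benjamini-Hochberg adjustment ran over the genes of each contrast, and an adjusted p below 0.05 was called. The 42 gene lists were written before the values were seen. They held 1085 entries, 3 of which matched no gene. The list of DNA-damage response genes and its subsets bound by DREAM or enriched in the germline came from the study, which drew them from other data. Lists with at least 3 tested genes were tested with camera at a preset correlation of 0.01, two-sided, with adjustment over 205 pairs of list and contrast, and again with an estimated correlation. Calls within a list were also adjusted over the list alone. The median SE of a log2 fold change was 0.084, and 0.118 for the interaction. Alternatives were the FPKM as deposited, libraries scaled to an equal sum, quantile normalization, pseudocounts of 0.1 and 1, no filter or a filter at 5 FPKM, all biotypes, other forms of the trend, the replicate number as a block, only the 6 libraries of a comparison, zeros treated as missing, and each library left out. Lists were also tested with fry. Odds ratios came from two-sided Fisher's exact tests against the other tested genes, and differences between subsets of repair genes from two-sided permutation tests with 100000 resamples. Both kinds of test treat genes as independent, which genes that vary together are not, so their p-values can be too small.

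Genes named were set by a rule fixed in advance. It took 10 tested genes of the DREAM complex and of damage-induced apoptosis, the 8 largest increases and 8 largest decreases of each comparison (5 and 5 for the interaction) among called genes with a mean of 5 FPKM or more and, outside the interaction, no overlap between groups, and up to 4 called members of each list with the largest change. The gene ced-13 was on the rule but did not pass the filter. After the data were seen, the list members named were restricted to those whose call held under every alternative, so the named members look more stable than the rule's choice. The rule gave 707 pairs of gene and comparison, of which 651 were called, and 151 of these (23.2%) lost their call under at least 1 alternative.

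In simulated data made like the mock comparison, with 200 changed genes in each of 5 runs, 23.9% of genes changed 1.2-fold were recovered, 67.1% at 1.5-fold, 88.7% at 2-fold and 94.9% at 3-fold, and 6.6% of calls were false. Lists moved by design were called in 5 of 5 runs, and unmoved lists in 0 of 200. The noise was drawn independently for each gene and the lists were drawn at random. The simulation therefore cannot show how often camera calls unmoved lists of correlated genes. Computations used R 4.3.3 with limma 3.58.1 and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.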

Results

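RNA was sequenced from whole first-stage (L1) larvae of Caenorhabditis elegans, a nematode worm whose larvae at this stage consist almost entirely of somatic cells. The N2 strain served as wild type. The lin-52(n771) strain carries a mutation in a subunit of DREAM, a repressor complex that joins an E2F-DP pair, the Rb-like protein LIN-35 and the MuvB core to which LIN-52 belongs. Synchronized larvae of both strains were fed for 3 h, mock-treated or given UV-B at 60 mJ/cm2, and collected 6 h later. The 4 groups, N2 mock, lin-52 mock, N2 UV and lin-52 UV, held 3 libraries each, 12 in all, described as biological triplicates. The deposited FPKM of a library summed to between 1243647 and 1398489, and 12475 to 12973 protein-coding genes reached an FPKM of 1. Read totals per library were not recovered from the table, but its low values placed the depth of each library between 0.938 and 1.283 times that of N2 mock 1. Ribosomal RNA took 22.6% of the FPKM in lin-52 mock 2 and 19.8% in lin-52 mock 4, and less in the other 10 libraries, down to 11.6%. Transcripts of the mitochondrial genome took 0.89% to 0.97% of protein-coding FPKM in the mock libraries and 0.71% to 0.76% in the UV libraries. Levels below are scaled FPKM as mean ± SD (n = 3 libraries), and log2 fold changes are on the log2(FPKM + 0.5) scale with their SE.

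The transcript of lin-52 itself, a gene on chromosome III from 9824083 to 9824750 in WBcel235, was lower in every mutant library than in every N2 library of the same treatment. Without UV its FPKM was 24.94, 27.63 and 20.37 in N2 and 6.938, 7.43 and 7.578 in lin-52 mutants. After UV it was 35.78, 34.8 and 32.89 in N2 and 10.54, 11.09 and 11.74 in the mutants. The strain difference was -1.66 ± 0.09 without UV and -1.59 ± 0.09 after UV (limma adjusted p = 3.48e-07 and 5.56e-07). UV raised lin-52 by 0.51 ± 0.09 in N2 and by 0.57 ± 0.09 in the mutants (limma adjusted p = 0.000403 and 0.00019), and these increases did not differ detectably between strains (limma adjusted p = 0.788). The position and kind of the mutation were not used here, so the transcript level tells the strains apart but does not by itself check the genotype.

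**Figure D1:**
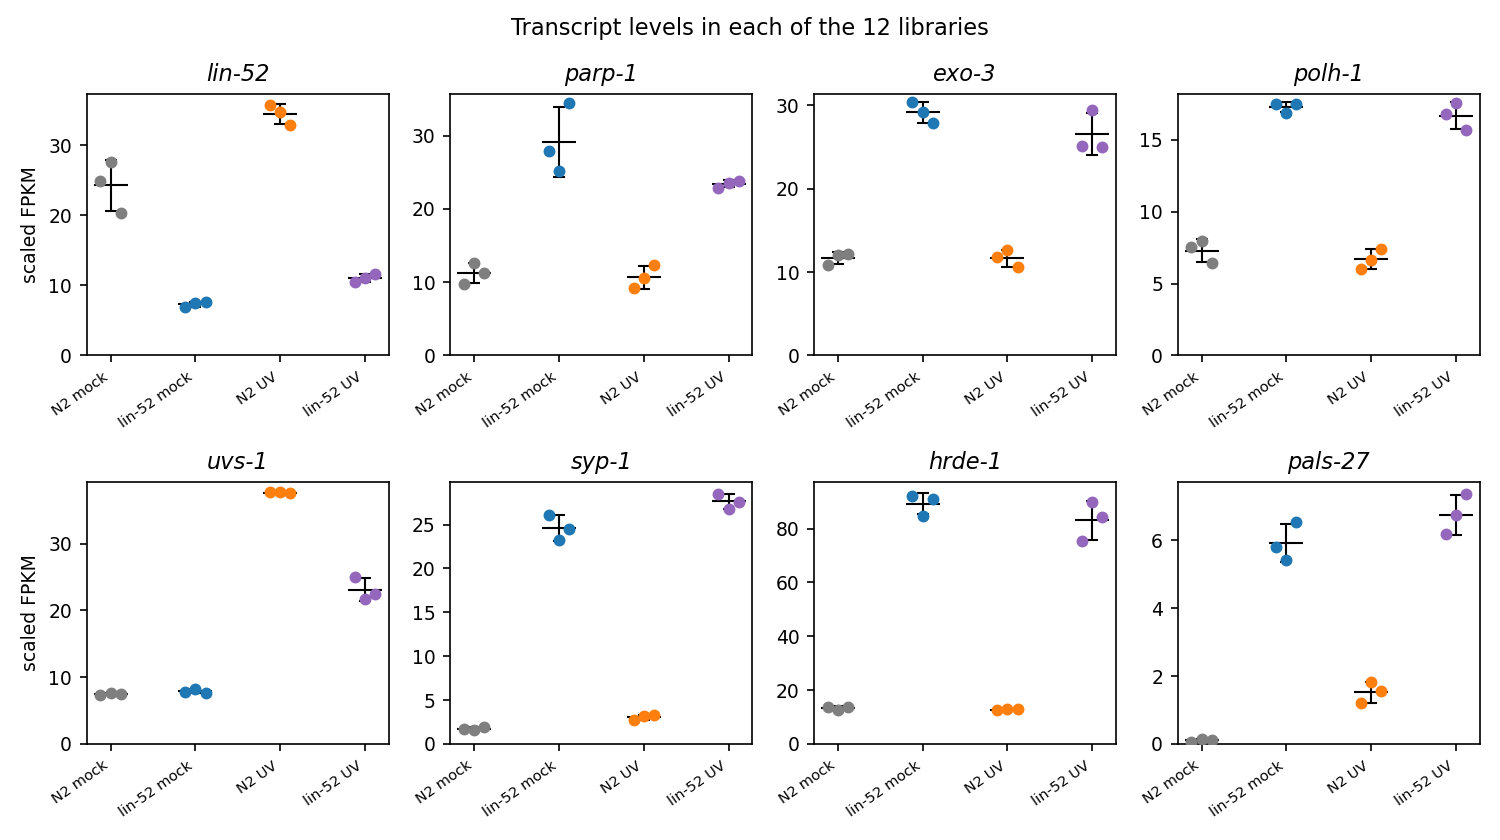
Scaled FPKM of 8 genes (y axis, linear from 0) in the 12 libraries, with 1 point per library, grouped by strain and treatment (x axis), and with the mean (horizontal dash) and SD (bar) of each group of 3. The gene lin-52 lies lower in both mutant groups, parp-1, exo-3, polh-1, syp-1, hrde-1 and pals-27 lie higher in both, and uvs-1 lies higher after UV, at 37.7 in N2 and 23.1 in lin-52.

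The first comparison asked how lin-52 mutants differ from N2 in larvae that received no UV. A single mutant strain was compared, so effects of the mutation cannot be told apart from other genetic differences between the strains. Higher in the mutants were 45 of 192 DNA-damage response genes, 31 of 67 cell-cycle genes and 7 of 45 germline genes, and as lists these 3 were not called by camera with an estimated correlation (adjusted p = 0.117, 0.0715 and 0.192). The synaptonemal complex gene syp-1 stood at 24.6 ± 1.47 in lin-52 and 1.73 ± 0.20 in N2, the nuclear Argonaute gene hrde-1 at 89.3 ± 4.01 and 13.4 ± 0.654, and the P granule gene pgl-3 at 22.7 ± 0.89 and 3.56 ± 0.445. The poly(ADP-ribose) polymerase gene parp-1 stood at 29.2 ± 4.81 and 11.2 ± 1.4, and exo-3, which encodes an apurinic endonuclease, at 29.2 ± 1.27 and 11.7 ± 0.688. A group of pals genes, known for their part in the response to intracellular pathogens, was also higher, whereas a neuropeptide gene (flp-25) and an ABC transporter gene (haf-6) were lower. In all, 463 of 12913 genes were higher and 225 lower in lin-52 mock than in N2 mock (limma with Benjamini-Hochberg adjustment), and 205 of the former and 42 of the latter differed at least 1.5-fold.

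The largest increases were found in genes that were nearly silent in N2. F09C6.13 was listed at 0 in all 3 N2 mock libraries and at 26.35, 25.6 and 19.95 in the mutants. Its neighbour F09C6.12 was at 1.415, 1.141 and 0 in N2 and at 21.95, 14.58 and 16.71 in lin-52. The adjacent genes B0507.8 (5.53 ± 0.07) and ddn-1 (5.43 ± 0.18) on chromosome V rose together from below 1 FPKM to 56.4 ± 3.72 and 57.6 ± 1.71 (limma adjusted p = 1.65e-12 and 3.02e-09). Y2H9A.6 (4.34 ± 0.17) and Y47G7B.2 (3.68 ± 0.14) were higher by smaller amounts. C53A5.9 was at 0, 0.09474 and 0.1589 in N2 and 16.24, 12.77 and 13.63 in lin-52, and T20D4.7 at 0.1939, 0 and 0.1762 against 8.187, 7.931 and 7.587. Among decreases, T09B9.3 was at 9.93 ± 0.87 in N2 and at 0.152, 0.06654 and 0 in lin-52. The decreases of haf-6 (-2.62 ± 0.08), F15A4.5 (-2.51 ± 0.10), C39D10.2 (-2.43 ± 0.14), flp-25 (-1.89 ± 0.15), srlf-33 (-1.8 ± 0.24) and F13E9.15 (-1.54 ± 0.22) had limma adjusted p-values of at most 0.00116.

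Of 192 tested genes of the DNA-damage response (DDR), 45 were higher, 1 was lower and the rest were not called in lin-52 mock (54 and 2 adjusted over the list alone). This share of 23.4% compared with 3.3% of the other genes (odds ratio 9.01, 95% interval 6.21 to 12.85, two-sided Fisher's exact test p = 1.56e-24). The list as a whole was higher in lin-52 (camera adjusted p = 1.6e-08), but its adjusted p = 0.117 with an estimated correlation. Besides exo-3 (1.28 ± 0.08) and parp-1 (1.34 ± 0.13), the translesion polymerase genes polh-1 (1.2 ± 0.09) and polk-1 (0.84 ± 0.08), the recombination gene sws-1 (1.28 ± 0.18) and the checkpoint genes mus-101 (0.93 ± 0.05), tipn-1 (0.84 ± 0.10) and atm-1 (0.6 ± 0.04) were higher, each with a limma adjusted p of at most 0.00103.

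Among DDR genes bound by DREAM in embryos, as listed by the study from other data, 36 of 80 were higher and none lower (48 and 2 adjusted over the list alone, camera adjusted p = 2.04e-23). Of the 112 DDR genes outside that list 9 were higher and 1 was lower. The mean log2 fold change was 0.27 in bound and 0.04 in other DDR genes, a difference of 0.233 (two-sided permutation test, p = 1e-05, the smallest that 100000 resamples give, and 5e-05 after adjustment over 10 tests). DDR genes enriched in the germline held 36 higher genes and none lower among 109 (44 and 1 adjusted over the list alone, camera adjusted p = 5.22e-15). Their mean was 0.19 against 0.06 in the other 83 DDR genes, a difference of 0.126 (permutation p = 0.00278, adjusted 0.00695). Both lists kept a camera call with an estimated correlation (adjusted p = 0.0455 for each). Of the 45 higher DDR genes 36 were on the bound list and 36 on the germline list. The lists therefore share members and are not independent tests. The permutation tests treat genes as independent, whereas the estimated correlation within the bound list was 0.104, so their p-values can be too small.

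By repair pathway, base excision repair and poly(ADP-ribose) enzymes had 6 higher and none lower of 11 (6 adjusted over the list alone, camera adjusted p = 2.99e-08, adjusted p = 0.0158 with an estimated correlation). In the lead were parp-1, exo-3, the ligase gene lig-1 (0.79 ± 0.05) and the uracil glycosylase gene ung-1 (0.64 ± 0.12). Homologous recombination had 9 of 26 higher (11 adjusted over the list alone, camera adjusted p = 4.3e-05, adjusted p = 0.0792 with an estimated correlation). These included rad-54.L (0.72 ± 0.09), rad-50 (0.59 ± 0.04) and smc-5 (0.58 ± 0.05). DNA damage checkpoint genes had 7 of 16 higher (9 adjusted over the list alone, camera adjusted p = 2.99e-08, adjusted p = 0.0455 with an estimated correlation). These included the fork protection gene tim-1 (0.34 ± 0.05). Mismatch repair had 3 of 5 higher (4 adjusted over the list alone, camera adjusted p = 0.000137, adjusted p = 0.0837 with an estimated correlation). Of these, exo-1 was at 0.42 ± 0.07 and msh-6 at 0.34 ± 0.05. Interstrand crosslink repair had 3 of 5 higher (4 adjusted over the list alone, camera adjusted p = 0.000149, adjusted p = 0.0455 with an estimated correlation). Translesion synthesis had 2 of 5 higher, polh-1 and polk-1 (2 adjusted over the list alone, camera adjusted p = 0.0131, adjusted p = 0.147 with an estimated correlation). Nucleotide excision repair, the pathway that removes UV lesions, had only csa-1 (0.81 ± 0.13) higher among 17 (1 adjusted over the list alone, camera adjusted p = 0.557). End joining had cku-80 (0.42 ± 0.05) higher among 4 (1 adjusted over the list alone, camera adjusted p = 0.128).

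Cell cycle and mitosis genes had 31 of 67 higher and none lower (47 adjusted over the list alone, camera adjusted p = 2.28e-29, adjusted p = 0.0715 with an estimated correlation). Of these, the centriole gene sas-6 was at 0.82 ± 0.07, the separase gene sep-1 at 0.68 ± 0.05 and the kinetochore gene knl-3 at 0.54 ± 0.06. DNA replication had 13 of 42 higher (23 and 1 adjusted over the list alone, camera adjusted p = 6.45e-14, adjusted p = 0.139 with an estimated correlation). These included psf-3 (0.71 ± 0.12) and orc-5 (0.61 ± 0.10). Germline and P granule genes had 7 of 45 higher (7 adjusted over the list alone, camera adjusted p = 0.000104, adjusted p = 0.192 with an estimated correlation). In the lead were hrde-1 (2.69 ± 0.06), pgl-3 (2.52 ± 0.10) and the Vasa-like helicase gene glh-1 (1.96 ± 0.06). Meiotic chromosome genes had 4 of 31 higher (4 adjusted over the list alone, camera adjusted p = 0.000461, adjusted p = 0.0455 with an estimated correlation). Of these, syp-1 was at 3.5 ± 0.09, the HORMA-domain gene htp-1 at 2.68 ± 0.13 and dsb-2 at 1.07 ± 0.14. Of the 8 DREAM components 5 were higher and lin-52 was lower (6 and 1 adjusted over the list alone, camera adjusted p = 2.53e-06, adjusted p = 0.0455 with an estimated correlation). The higher ones were dpl-1 (0.85 ± 0.07), lin-9 (0.82 ± 0.05), efl-1 (0.68 ± 0.05), lin-35 (0.4 ± 0.06) and lin-53 (0.25 ± 0.05), and the call of lin-53 was lost without lin-52 mock 2 (0.22, limma adjusted p = 0.0571) and with libraries scaled to an equal sum (0.23, limma adjusted p = 0.0625). The differences of lin-37 (0.14 ± 0.07) and lin-54 (0.21 ± 0.07) were not called (limma adjusted p = 0.372 and 0.0986). Other synMuv B and chromatin regulators had 5 of 14 higher (6 adjusted over the list alone, camera adjusted p = 2.21e-05, adjusted p = 0.0792 with an estimated correlation). These included lin-36 (0.36 ± 0.05) and the methyltransferase gene mes-4 (0.36 ± 0.06).

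Of 26 tested genes of the intracellular pathogen response 12 were higher and none lower (14 adjusted over the list alone, camera adjusted p = 1.27e-12, adjusted p = 0.00678 with an estimated correlation). The pals genes pals-27 (3.4 ± 0.14), pals-38 (3.39 ± 0.25), pals-33 (3.24 ± 0.17) and pals-39 (2.13 ± 0.12) led it. Members of this family have similar sequences, and how the counting divided fragments between them is not known. Cytochrome P450 genes had 4 of 50 higher (7 adjusted over the list alone, camera adjusted p = 0.000134, adjusted p = 0.0455 with an estimated correlation). It was led by cyp-36A1 (0.68 ± 0.07). UDP-glucuronosyltransferases had 2 higher and 1 lower of 58 (the same adjusted over the list alone, camera adjusted p = 0.00164, adjusted p = 0.183 with an estimated correlation). Histones had 2 higher, his-1 (0.33 ± 0.05) among them, and 1 lower of 70 (the same adjusted over the list alone, camera adjusted p = 0.000284, adjusted p = 0.378 with an estimated correlation). Lower as lists were body wall muscle markers (3 of 19 lower, 13 adjusted over the list alone, camera adjusted p = 3.67e-07, adjusted p = 0.3 with an estimated correlation) and neuron markers (1 of 30 lower, 1 adjusted over the list alone, camera adjusted p = 0.00883, adjusted p = 0.426 with an estimated correlation). The pharynx markers (1 of 9 lower, 4 adjusted over the list alone) and the heat shock proteins (0 of 17 called, 3 lower adjusted over the list alone) had camera adjusted p-values of 0.0271 and 0.00657, but the adjusted p = 0.434 and 0.594 with an estimated correlation. Ribosomal proteins had no member called among 76 either way or adjusted over the list alone, with a mean of -0.14 (camera adjusted p = 4.16e-07, adjusted p = 0.65 with an estimated correlation), and quantile normalization turned their direction (adjusted p = 0.535).

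The remaining lists were not called without UV. Glutathione S-transferases had 2 of 40 higher, gst-14 (0.72 ± 0.09) among them (2 adjusted over the list alone, camera adjusted p = 0.169). Innate immunity effectors had 1 higher and 4 lower of 38 (1 and 6 adjusted over the list alone, camera adjusted p = 0.0533), the latter including irg-6 (-0.85 ± 0.10) and clec-67 (-0.45 ± 0.07). Collagens had 1 higher and 4 lower of 64 (1 and 5 adjusted over the list alone, camera adjusted p = 0.163). C-type lectins had 4 higher and 3 lower of 98 (7 and 3 adjusted over the list alone, camera adjusted p = 0.703), and their median (-0.01) and mean (0.02) differed in sign. Oxidative stress and SKN-1 targets had 1 of 25 higher (1 adjusted over the list alone, camera adjusted p = 0.903), and insulin pathway and DAF-16 targets 2 of 24 (3 higher and 3 lower adjusted over the list alone, camera adjusted p = 0.55). Hypodermis and seam markers had 1 of 16 higher (1 adjusted over the list alone, camera adjusted p = 0.704). No member was called, over all genes or adjusted over the list alone, among 43 moulting cycle genes, 12 mitochondrial and endoplasmic reticulum chaperones, 12 genes of the mitochondrial genome, 17 intestine markers, 10 damage-induced apoptosis genes, 5 embryo carry-over genes and 3 sperm and male germline genes (camera adjusted p = 0.103, 0.191, 0.0948, 0.263, 0.331, 0.614 and 0.703). The 6 larval stage and adult carry-over genes had none called over all genes and 2 lower adjusted over the list alone (camera adjusted p = 0.231). No vitellogenin passed the expression filter. The p53-like gene cep-1 (0.2 ± 0.09) and the BH3-only gene egl-1 (0.13 ± 0.35) were not called (limma adjusted p = 0.285 and 0.899).

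The count of 688 depended on the scaling and on single libraries. With the FPKM as deposited 542 genes were higher and 109 lower (83.3% higher, against 67.3%), with libraries scaled to an equal sum the numbers were 327 and 91 (78.2%, 418 in all), and without N2 mock 1 the total was 447. The 2 groups did not overlap in 24.3% of genes, where chance gives 10%.

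Genes higher in lin-52 mock were rare on the X chromosome. Of 1894 tested X-linked genes 12 were higher (0.6%, odds ratio 0.15, 95% interval 0.08 to 0.26, Fisher's exact test with Benjamini-Hochberg adjustment over 7 chromosomes, adjusted p = 1.06e-17), and 57 were lower (3%, odds ratio 2, 1.45 to 2.73, adjusted p = 0.000162). Shares of higher genes were 4.6% on each of chromosomes I, III and V (odds ratios 1.39, 1.37 and 1.41, Fisher's exact test, adjusted p = 0.0154, 0.0163 and 0.00675). The genes that each chromosome was compared with included X, so these odds ratios partly restate the low share on X. After UV the share of X-linked genes higher in lin-52 was 11.9% (odds ratio 0.89, Fisher's exact test, adjusted p = 0.605). Among genes whose UV effect differed between strains, positive differences were more frequent on X (140 of 1894, odds ratio 1.49, adjusted p = 0.000657) and negative ones on V (208 of 2671, odds ratio 1.37, adjusted p = 0.00151). These differences use the same mock libraries as the strain comparison without UV, so they are not separate evidence about X or V.

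**Figure D2:**
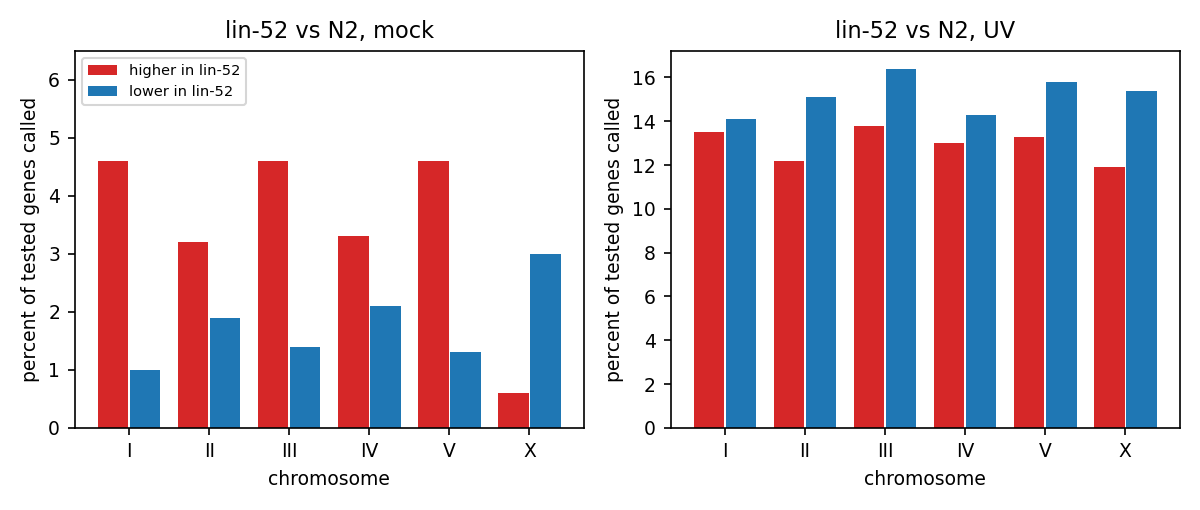
Percent of the tested genes of each chromosome (x axis) that were called higher (red) or lower (blue) in lin-52 than in N2 without UV (left) and after UV (right), with y axes from 0 that differ between the panels. Without UV the red bar of X stands at 0.6% against 3.2% to 4.6% on the autosomes, and after UV it stands at 11.9% against 12.2% to 13.8%.

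The second comparison asked how the strains differ in irradiated larvae. Of 45 germline and P granule genes 10 were higher and 4 lower, and the list was not called (camera adjusted p = 0.129). Single genes differed strongly, with hrde-1 at 83.1 ± 7.32 in lin-52 UV and 12.8 ± 0.199 in N2 UV, glh-1 at 65.6 ± 3.95 and 13.9 ± 0.556, and syp-1 at 27.6 ± 0.875 and 3.05 ± 0.283. Of the DNA replication genes 27 of 42 and of the cell-cycle genes 41 of 67 were higher, and the topoisomerase gene top-2 differed by 1.06 ± 0.04. The UV-response gene uvs-1, whose product acts in transcription-coupled repair, was lower in the mutants, at 23.1 ± 1.71 against 37.7 ± 0.0619. In total 1673 genes were higher and 1964 lower (limma with Benjamini-Hochberg adjustment), of which 352 and 238 differed at least 1.5-fold.

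The largest increases after UV were in the piRNA-pathway gene pid-2 (3.49 ± 0.07, 91.9 ± 3.86 against 7.73 ± 0.404), 3 neighbours on chromosome III, T28A8.5 (3 ± 0.11), T28A8.4 (2.79 ± 0.12) and T28A8.6 (2.76 ± 0.09), syp-1 (2.99 ± 0.09) and C29A12.1 (2.81 ± 0.20), each with a limma adjusted p of at most 3.82e-06. C53A5.9 was at 8.78, 8.179 and 9.358 in lin-52 UV and at 0.6693, 0.7802 and 0.8224 in N2 UV. The short gene C04C3.4 met the same rule, but it was listed at 0, 0 and 3.59 in N2 UV and at 23.15, 33.73 and 48.05 in lin-52 UV. The largest decreases were in flp-25 (-3.31 ± 0.15), C39D10.2 (-3.01 ± 0.14), srlf-33 (-1.73 ± 0.24), F15A4.5 (-1.68 ± 0.10), xbx-9 (-1.66 ± 0.07), lin-52 and the chitinase gene cht-1 (-1.58 ± 0.28), with limma adjusted p-values of at most 0.0018. T09B9.3 stood at 12.35, 13.87 and 14 in N2 UV and at 0.2384, 0.1304 and 0.142 in lin-52 UV.

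DDR genes had 49 higher and 30 lower of 192 after UV (50 and 33 adjusted over the list alone, camera adjusted p = 0.0374, adjusted p = 0.547 with an estimated correlation). The odds ratio for higher genes was 2.34 (95% interval 1.65 to 3.27, Fisher's exact test p = 2.09e-06) and for lower genes 1.03 (0.67 to 1.54, p = 0.84). Bound DDR genes had 37 higher and 4 lower of 80 (39 and 4 adjusted over the list alone, camera adjusted p = 6.81e-10, adjusted p = 0.147 with an estimated correlation), and their mean exceeded that of other DDR genes by 0.256 (permutation p = 1e-05, the smallest possible, adjusted 5e-05). Germline-enriched DDR genes had 38 higher and 8 lower of 109 (38 and 9 adjusted over the list alone, camera adjusted p = 6.81e-06, adjusted p = 0.183 with an estimated correlation), with a difference of 0.196 in mean (permutation p = 4e-05, adjusted 0.000133). Examples were sws-1 (1.38 ± 0.18), hmg-12 (1.34 ± 0.06), polh-1 (1.26 ± 0.09), parp-1 (1.11 ± 0.13), mus-101 (1.06 ± 0.05) and smc-5 (0.86 ± 0.05), with limma adjusted p-values of at most 0.000296. Base excision repair and poly(ADP-ribose) enzymes had 7 higher and 1 lower of 11 (the same adjusted over the list alone, camera adjusted p = 0.000167, adjusted p = 0.0455 with an estimated correlation). Nucleotide excision repair genes had 1 higher and 7 lower of 17 (1 and 8 adjusted over the list alone, camera adjusted p = 0.0314, adjusted p = 0.27 with an estimated correlation). Of these, uvs-1 was at -0.7 ± 0.06, the Cockayne syndrome B gene csb-1 at -0.63 ± 0.09 and rad-23 at -0.34 ± 0.05, against csa-1 at 0.69 ± 0.13. Homologous recombination had 7 higher and 1 lower of 26, translesion synthesis 3 and 1 of 5, and mismatch repair, with msh-2 at 0.37 ± 0.06, 3 and 0 of 5 (the same adjusted over the list alone, camera adjusted p = 0.0487, 0.0487 and 0.0234, but adjusted p = 0.308, 0.224 and 0.262 with an estimated correlation). DNA damage checkpoint genes had 5 higher and 1 lower of 16 (6 and 1 adjusted over the list alone, camera adjusted p = 0.013, adjusted p = 0.296 with an estimated correlation).

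Cell cycle and mitosis genes had 41 higher and 2 lower of 67 after UV (44 and 3 adjusted over the list alone, camera adjusted p = 3.42e-14, adjusted p = 0.183 with an estimated correlation). These included cya-2 (1.54 ± 0.18), sas-6 (1.07 ± 0.07) and top-2 (1.06 ± 0.04). DNA replication had 27 higher and 1 lower of 42 (28 and 3 adjusted over the list alone, camera adjusted p = 9.86e-11, adjusted p = 0.183 with an estimated correlation). DREAM components had 6 higher and 1 lower of 8 (6 and 2 adjusted over the list alone, camera adjusted p = 0.00107, adjusted p = 0.13 with an estimated correlation), namely dpl-1 (1 ± 0.07), lin-9 (0.89 ± 0.05), lin-35 (0.68 ± 0.06), efl-1 (0.68 ± 0.05), lin-53 (0.63 ± 0.05) and lin-54 (0.22 ± 0.07). The call of lin-54 was lost without N2 UV 1, N2 UV 2, lin-52 UV 2 or lin-52 UV 4 (0.22, 0.19, 0.19 and 0.21, limma adjusted p = 0.0593, 0.102, 0.0738 and 0.0777) and with libraries scaled to an equal sum (0.24, limma adjusted p = 0.103). The differences of lin-37 (-0.17 ± 0.07), cep-1 (0.22 ± 0.09) and egl-1 (0.11 ± 0.35) were not called (limma adjusted p = 0.118, 0.0945 and 0.847), although that of cep-1 was called without lin-52 mock 3 (0.22, limma adjusted p = 0.0392). Other synMuv B and chromatin regulators had 6 higher and 1 lower of 14 (7 and 1 adjusted over the list alone, camera adjusted p = 0.0118, adjusted p = 0.248 with an estimated correlation). Germline and P granule genes had 10 higher and 4 lower of 45 (the same adjusted over the list alone, camera adjusted p = 0.129), and meiotic chromosome genes 5 higher of 31 (5 adjusted over the list alone, camera adjusted p = 0.168). These included htp-1 (2.18 ± 0.13) and him-19 (1.53 ± 0.23).

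Collagens had 26 higher and 2 lower of 64 (28 and 3 adjusted over the list alone, camera adjusted p = 3.09e-05, adjusted p = 0.224 with an estimated correlation). These included col-111 (1.01 ± 0.21), col-89 (0.93 ± 0.15) and col-180 (0.89 ± 0.18). Glutathione S-transferases had 12 higher and 3 lower of 40 (14 and 3 adjusted over the list alone, camera adjusted p = 0.000536, adjusted p = 0.13 with an estimated correlation). Of these, gst-41 was at 0.88 ± 0.16 and gst-26 at 0.57 ± 0.10. Body wall muscle markers had 8 of 19 higher (10 adjusted over the list alone, camera adjusted p = 0.000861, adjusted p = 0.535 with an estimated correlation). Of these, the giant kinase gene unc-89 was at 0.27 ± 0.03 and the myosin light chain gene mlc-1 at 0.24 ± 0.04, the opposite of the direction of this list without UV. Insulin pathway and DAF-16 targets had 1 higher and 10 lower of 24 (2 and 12 adjusted over the list alone, camera adjusted p = 0.0174, adjusted p = 0.276 with an estimated correlation), the latter including the metallothionein gene mtl-1 (-0.77 ± 0.14), nnt-1 (-0.72 ± 0.13) and the kinase gene akt-2 (-0.37 ± 0.05). Intracellular pathogen response genes had 6 higher and 8 lower of 26 (8 and 9 adjusted over the list alone, camera adjusted p = 0.964), and their median (-0.07) and mean (0.09) differed in sign. Of these, pals-27 (1.85 ± 0.14) and pals-38 (1.81 ± 0.25) were still higher. Ribosomal proteins had 1 higher and 2 lower of 76 (0 and 1 adjusted over the list alone, camera adjusted p = 0.00737, adjusted p = 0.831 with an estimated correlation), and their direction again turned under quantile normalization (adjusted p = 0.535).

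The split after UV depended on the scaling, with 59.3% of calls higher for the FPKM as deposited (2110 and 1449) and 59% for libraries scaled to an equal sum (1275 and 887, 2162 in all), against 46% here. The groups did not overlap in 42.2% of genes, where chance gives 10%. Of the 463 genes higher without UV, 334 were also higher after UV, where independent lists would share 60, and of the 225 lower ones 91 were also lower, where 34.2 would be shared. Across all 12913 genes, which are not independent replicates, the strain effects without and after UV had a Pearson r of 0.404 and a Spearman rho of 0.155, from separate libraries.

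The third comparison asked what UV changes in wild-type larvae. Of 43 tested genes of the moulting cycle 31 fell, some of them to near 0. The cuticle collagen gene dpy-3 fell from 30.6 ± 9.9 to 0.114 ± 0.0469, and the apical matrix gene noah-2 from 147 ± 14.6 to 3.09 ± 0.431. Single genes rose strongly, with the transporter gene pgp-8 going from 0.666 ± 0.0142 to 85.5 ± 6.77 and the defence gene irg-5 from 14.2 ± 1.23 to 339 ± 23.1. The repair genes uvs-1 and csb-1 rose from 7.45 ± 0.155 to 37.7 ± 0.0619 and from 4.3 ± 0.344 to 21.3 ± 1.65. UV raised 4723 and lowered 4782 of 12913 genes in N2 (limma with Benjamini-Hochberg adjustment), of which 2676 and 2440 changed at least 1.5-fold. Median-ratio scaling set the median change near 0 (0.002), so a near-equal split follows in part from the scaling. Other scalings gave 45.9% to 53.7% of calls higher, against 49.7% here. A change of all transcripts in the same direction cannot be seen in these values.

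B0563.9 was listed at 0 in all 3 N2 mock libraries and stood at 139.3, 175.6 and 171.3 in N2 UV. F19B10.13 (7.03 ± 0.24), C49G7.12 (6.39 ± 0.13), fipr-26 (6.35 ± 0.10), pgp-8 (6.2 ± 0.07), the metal-response gene numr-1 (6.18 ± 0.19, WBGene00017270, a symbol that 2 genes share), F21C10.11 (6.01 ± 0.55) and F43C1.7 (5.95 ± 0.23) followed, with limma adjusted p-values of at most 1.13e-06. The largest decreases besides dpy-7 (-5.95 ± 0.32), dpy-3 (-5.62 ± 0.26) and noah-2 (-5.37 ± 0.21) were in the hedgehog-related gene wrt-10 (-5.77 ± 0.38), dao-2 (-5.28 ± 0.28), the protease inhibitor gene mlt-11 (-5.25 ± 0.26) and F44E2.4 (-5.23 ± 0.21), with limma adjusted p-values of at most 6.89e-08. The short gene C05G5.7 was listed at 327.5, 107.1 and 82.34 in N2 mock and at 0, 0 and 32.59 in N2 UV.

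Of 43 moulting cycle genes 31 fell and 4 rose (32 and 4 adjusted over the list alone), with a median of -1.82 (camera adjusted p = 6.37e-06, adjusted p = 0.367 with an estimated correlation). Hypodermis and seam markers had 10 lower and 3 higher of 16 (the same adjusted over the list alone, camera adjusted p = 0.0455, adjusted p = 0.3 with an estimated correlation), and 2 of the 10, dpy-7 and wrt-10, were named above. DNA replication had 35 lower and 3 higher of 42 (the same adjusted over the list alone, camera adjusted p = 1.45e-06, adjusted p = 0.296 with an estimated correlation). Of these, the nuclease gene crn-1 was at -1.19 ± 0.06, the thymidylate synthase gene tyms-1 at -1.09 ± 0.07, and the helicase subunit genes mcm-2 at -1.07 ± 0.07 and mcm-7 at -1.05 ± 0.06. Cell cycle and mitosis had 40 lower and 9 higher of 67 (the same adjusted over the list alone, camera adjusted p = 0.00195, adjusted p = 0.594 with an estimated correlation). Of these, the cyclin D gene cyd-1 was at -1.13 ± 0.12 and the Aurora kinase gene air-1 at -1.11 ± 0.06. Histones had 36 lower and 5 higher of 70 (the same adjusted over the list alone, camera adjusted p = 0.00855, adjusted p = 0.547 with an estimated correlation). Of these, his-38 was at -1.98 ± 0.17. Histone genes come in near-identical copies, and how the counting divided their fragments is not known.

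Among DDR genes 77 rose and 59 fell of 192 (77 and 58 adjusted over the list alone, camera adjusted p = 0.57), and a difference of either share from other genes was not detected (Fisher's exact test p = 0.326 and 0.0709). Bound DDR genes had 21 higher and 33 lower of 80 and germline-enriched ones 41 and 33 of 109 (the same adjusted over the list alone, camera adjusted p = 0.399 and 0.815), and the median (-0.06) and mean (0.01) of the former differed in sign. R03H10.6 (4.17 ± 0.12), the poly(ADP-ribose) glycohydrolase gene parg-2 (4.06 ± 0.18), uvs-1 (2.26 ± 0.06), csb-1 (2.18 ± 0.09), the ATR-like kinase gene atl-1 (2.17 ± 0.06), rad-50 (1.69 ± 0.04) and rev-1 (1.09 ± 0.06) rose, with limma adjusted p-values of at most 2.12e-08. Nucleotide excision repair had 12 higher and 3 lower of 17 (the same adjusted over the list alone, camera adjusted p = 0.0541), and 2 of the latter, xpd-1 (-1.45 ± 0.06) and gtf-2H5 (-1.08 ± 0.12), encode parts of the general transcription factor TFIIH. Of damage-induced apoptosis genes 5 rose and 4 fell of 10 (the same adjusted over the list alone, camera adjusted p = 0.93). Of these, egl-1 was at 1.16 ± 0.35 and the caspase gene ced-3 at -0.44 ± 0.13 (limma adjusted p = 0.0108 and 0.00956), whereas cep-1 was not called (-0.1 ± 0.09, limma adjusted p = 0.33). Of DREAM components 3 rose and 4 fell of 8 (the same adjusted over the list alone, camera adjusted p = 0.722). Of these, lin-53 was at -0.97 ± 0.05 and lin-35 at -0.48 ± 0.06.

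Intracellular pathogen response genes had 23 higher and 1 lower of 26 (the same adjusted over the list alone, camera adjusted p = 8.95e-06, adjusted p = 0.0352 with an estimated correlation). Of these, the cullin gene cul-6 was at 2.87 ± 0.10, fbxa-158 at 2.75 ± 0.22, pals-32 at 2.32 ± 0.25 and pals-14 at 1.85 ± 0.27. Innate immunity effectors had 24 higher and 7 lower of 38 (the same adjusted over the list alone, camera adjusted p = 0.00325, adjusted p = 0.0715 with an estimated correlation). Of these, irg-2 was at 5.3 ± 0.18, irg-5 at 4.53 ± 0.10 and irg-1 at 3.19 ± 0.26. C-type lectins had 57 higher and 21 lower of 98 (the same adjusted over the list alone, camera adjusted p = 0.00184, adjusted p = 0.176 with an estimated correlation). Insulin pathway and DAF-16 targets had 17 higher and 3 lower of 24 (the same adjusted over the list alone, camera adjusted p = 0.00477, adjusted p = 0.192 with an estimated correlation). In the lead were dod-22 (4.15 ± 0.10), mtl-1 (2.73 ± 0.14) and the insulin-like gene ins-7 (1.73 ± 0.21). Cytochrome P450, glutathione S-transferase and UDP-glucuronosyltransferase genes changed both ways, with 19 and 16 of 50, 15 and 13 of 40, and 19 and 25 of 58 higher and lower (the same adjusted over the list alone, camera adjusted p = 0.554, 0.8 and 0.997), and members such as cyp-37B1 (4 ± 0.16), cyp-33C8 (2.88 ± 0.06), gst-30 (3 ± 0.20), gst-24 (2.52 ± 0.06), ugt-18 (4.43 ± 0.20) and ugt-29 (3.63 ± 0.07) rose strongly.

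Body wall muscle markers had 17 lower and 1 higher of 19 (the same adjusted over the list alone, camera adjusted p = 8.31e-06, adjusted p = 0.376 with an estimated correlation). Of these, the chaperone gene unc-45 was at -0.9 ± 0.05 and the myosin gene unc-54 at -0.72 ± 0.06. Neuron markers had 22 lower and 4 higher of 30 (the same adjusted over the list alone, camera adjusted p = 6.03e-05, adjusted p = 0.233 with an estimated correlation). Of these, the tubulin gene mec-7 was at -1.5 ± 0.04, cat-2 at -1.44 ± 0.20 and the glutamate transporter gene eat-4 at -1.35 ± 0.06. Heat shock proteins had 12 lower and 2 higher of 17 (the same adjusted over the list alone, camera adjusted p = 0.00985, adjusted p = 0.596 with an estimated correlation). Of these, hsp-16.41 was at -2.31 ± 0.18 and hsp-16.2 at -2.15 ± 0.16. Ribosomal proteins had 44 lower and 3 higher of 76 (43 and 3 adjusted over the list alone, camera adjusted p = 0.00604, adjusted p = 0.831 with an estimated correlation), and 10 of 12 genes of the mitochondrial genome were lower and 2 higher (the same adjusted over the list alone, camera adjusted p = 0.0347, adjusted p = 0.588 with an estimated correlation). Germline and P granule genes had 25 higher and 5 lower of 45 (25 and 4 adjusted over the list alone, camera adjusted p = 0.0486, adjusted p = 0.507 with an estimated correlation). These included sip-1 (1.51 ± 0.13) and oma-1 (1.36 ± 0.18). Intestine markers had 8 higher and 4 lower of 17 (the same adjusted over the list alone, camera adjusted p = 0.709), with the GATA factor genes elt-7 (0.92 ± 0.09) and elt-2 (0.77 ± 0.07) higher, and their median (0.04) and mean (-0.11) differed in sign.

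The groups did not overlap in 76.6% of genes, where chance gives 10%. Calls were lost in part for the smallest changes, where lin-9 (-0.13 ± 0.05, limma adjusted p = 0.0334) was not called without N2 mock 2, N2 mock 4 or N2 UV 2 (-0.14, -0.11 and -0.10, limma adjusted p = 0.0562, 0.111 and 0.133), with the FPKM as deposited (-0.08, limma adjusted p = 0.17) or with libraries scaled to an equal sum (-0.08, limma adjusted p = 0.278). Likewise lin-37 (0.24 ± 0.07, limma adjusted p = 0.0113) was not called without N2 mock 2 (0.19, limma adjusted p = 0.0544) or with quantile normalization (0.17, limma adjusted p = 0.0667).

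Gene span, which sets the chance that a UV lesion lies in a transcribed gene, was weakly related to the UV effect across genes, which are not independent replicates. Spearman's rho was -0.124 in N2 and -0.119 in lin-52. Genes spanning 5407 to 87197 bases, the longest of 5 equal groups, had a median change of -0.193 in N2 and -0.147 in lin-52, with 739 higher and 1350 lower of 2583 in N2. Those of 1252 to 2067 bases had medians of 0.107 and 0.073. The shortest genes, of 81 to 1251 bases, had medians of 0.01 and -0.001, so the relation was not steady over span.

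The fourth comparison asked the same of lin-52 larvae. The same kinds of genes moved, with dpy-7 falling from 73.5 ± 17.6 to 1.06 ± 0.751, wrt-10 from 80.1 ± 25.9 to 0.733 ± 0.653 and noah-2 from 167 ± 30.6 to 3.93 ± 1.55. The transporter gene pgp-8 rose from 0.773 ± 0.0575 to 54.8 ± 1.59 and irg-5 from 10.3 ± 1.45 to 236 ± 15.7. The repair gene uvs-1 rose from 7.94 ± 0.31 to 23.1 ± 1.71. UV raised 4268 and lowered 4330 genes in lin-52 (limma with Benjamini-Hochberg adjustment), of which 2079 and 1703 changed at least 1.5-fold. The groups did not overlap in 70.2% of genes, where chance gives 10%. As in N2, the near-equal split follows in part from the scaling, and other scalings gave 46.1% to 58.4% of calls higher, against 49.6% here.

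The increases of F19B10.13 (6.04 ± 0.24), C49G7.12 (5.73 ± 0.13), pgp-8 (5.44 ± 0.07), ram-2 (5.39 ± 0.16), numr-1 (WBGene00017270, 5.36 ± 0.19) and Y58A7A.5 (5.26 ± 0.11) had limma adjusted p-values of at most 2.2e-09. B0563.9 stood at 1.095, 0 and 0 before and 69.79, 45.52 and 55.43 after UV. C36A4.10, listed at 0 in all 3 lin-52 mock libraries but also in 2 of 3 N2 mock libraries, stood at 65.15, 30.38 and 30.61 in lin-52 UV. Besides wrt-10 (-6.1 ± 0.38), dpy-7 (-5.65 ± 0.32) and noah-2 (-5.28 ± 0.21), the largest decreases were in mlt-11 (-5.64 ± 0.26), dpy-3 (-5.58 ± 0.26), dao-2 (-5.32 ± 0.28), the lipocalin gene lpr-6 (-5.3 ± 0.20) and the fibrillin-like gene fbn-1 (-5.27 ± 0.22), with limma adjusted p-values of at most 7.11e-08.

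Moulting cycle genes had 30 lower and 5 higher of 43 (the same adjusted over the list alone, camera adjusted p = 1.02e-06, adjusted p = 0.308 with an estimated correlation). DNA replication had 34 lower and 2 higher of 42 (the same adjusted over the list alone, camera adjusted p = 8.45e-07, adjusted p = 0.296 with an estimated correlation). Of these, tyms-1 was at -1.46 ± 0.07, mcm-5 at -0.93 ± 0.05 and mcm-7 at -0.84 ± 0.06. Histones had 47 lower and 1 higher of 70 (the same adjusted over the list alone, camera adjusted p = 2.03e-05, adjusted p = 0.296 with an estimated correlation). Of these, his-38 was at -2.08 ± 0.17 and his-40 at -1.35 ± 0.13. Cell cycle and mitosis had 38 lower and 10 higher of 67 (the same adjusted over the list alone, camera adjusted p = 0.00283, adjusted p = 0.596 with an estimated correlation). Of these, cyd-1 was at -1.14 ± 0.12 and cya-2 at 1.25 ± 0.18. DDR genes had 69 higher and 61 lower of 192 (the same adjusted over the list alone, camera adjusted p = 0.842). Of these, parg-2 was at 3.68 ± 0.18, R03H10.6 at 3.62 ± 0.12, atl-1 at 1.71 ± 0.06, uvs-1 at 1.48 ± 0.06, csb-1 at 1.4 ± 0.09 and rad-50 at 1.16 ± 0.04. Nucleotide excision repair had 10 higher and 3 lower of 17 (the same adjusted over the list alone, camera adjusted p = 0.121).

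Intracellular pathogen response genes had 19 higher and 3 lower of 26 in lin-52 (19 and 4 adjusted over the list alone, camera adjusted p = 0.00883, adjusted p = 0.105 with an estimated correlation). Of these, cul-6 was at 1.83 ± 0.10 and pals-23 at 1.26 ± 0.05. Innate immunity effectors had 22 higher and 8 lower of 38 (the same adjusted over the list alone, camera adjusted p = 0.00178, adjusted p = 0.0603 with an estimated correlation). Of these, irg-2 was at 4.96 ± 0.18 and clec-67 at 2.5 ± 0.07. C-type lectins had 54 higher and 17 lower of 98 (the same adjusted over the list alone, camera adjusted p = 7.44e-05, adjusted p = 0.0894 with an estimated correlation). Body wall muscle markers had 16 lower and 1 higher of 19 (the same adjusted over the list alone, camera adjusted p = 0.000265, adjusted p = 0.499 with an estimated correlation). Of these, unc-45 was at -0.67 ± 0.05. Neuron markers had 23 lower and 2 higher of 30 (the same adjusted over the list alone, camera adjusted p = 7.63e-06, adjusted p = 0.184 with an estimated correlation). Of these, mec-12 was at -1.19 ± 0.05. Heat shock proteins had 11 lower and 2 higher of 17 (the same adjusted over the list alone, camera adjusted p = 0.00968, adjusted p = 0.596 with an estimated correlation). Of these, hsp-16.41 was at -2.12 ± 0.18. Insulin pathway and DAF-16 targets had 14 higher and 5 lower of 24 (the same adjusted over the list alone, camera adjusted p = 0.0301, adjusted p = 0.296 with an estimated correlation), and hypodermis and seam markers 9 lower and 3 higher of 16 (the same adjusted over the list alone, camera adjusted p = 0.0301, adjusted p = 0.296 with an estimated correlation). Ribosomal proteins had 28 lower and 3 higher of 76 (15 and 3 adjusted over the list alone, camera adjusted p = 0.00722, adjusted p = 0.831 with an estimated correlation), a direction that quantile normalization turned (adjusted p = 0.926).

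Among the fixed genes, lin-53 (-0.59 ± 0.05), efl-1 (-0.2 ± 0.05) and lin-35 (-0.2 ± 0.06) fell (limma adjusted p = 7.47e-07, 0.0061 and 0.0107). The latter 2 calls were lost with libraries scaled to an equal sum. Higher were lin-54 (0.29 ± 0.07) and dpl-1 (0.18 ± 0.07, limma adjusted p = 0.00209 and 0.0431), and dpl-1 lost its call in 12 of 25 alternatives. Not called were lin-9, lin-37 and cep-1 (-0.06 ± 0.05, -0.06 ± 0.07 and -0.08 ± 0.09, limma adjusted p = 0.311, 0.485 and 0.466). The increase of egl-1 (limma adjusted p = 0.013) was not called without lin-52 mock 2 or lin-52 UV 3 (0.84 in each, limma adjusted p = 0.0585 and 0.0605).

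The fifth comparison asked where UV acted differently in the 2 strains. For most genes that differed, the change after UV was smaller in lin-52. The repair genes uvs-1 (1.48 ± 0.06 in lin-52 and 2.26 ± 0.06 in N2) and csb-1 (1.4 ± 0.09 and 2.18 ± 0.09) rose less, as did mtl-1 (1.6 ± 0.14 and 2.73 ± 0.14). The muscle gene unc-89 (-0.44 ± 0.03 and -0.81 ± 0.03) fell less. The gene pals-33 (-0.39 ± 0.17 and 1.5 ± 0.17) did not rise in lin-52, from a mock level that was already higher in the mutants, while 19 of 26 pathogen response genes did. The difference was positive for 702 genes and negative for 801 (limma interaction term with Benjamini-Hochberg adjustment), and among these 1503 genes the UV effect was smaller in lin-52 in 1236 (82.2%), larger in 77 (5.1%) and of opposite sign in 190.

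The most positive differences were in haf-6 (1.53 ± 0.12), which fell from 27.1 ± 1.57 to 9.65 ± 0.324 in N2 and stood at 4 ± 0.497 and 4.28 ± 0.251 in lin-52, and in F23D12.3 (1.35 ± 0.14), C01B10.7 (1.56 ± 0.36), ZK353.10 (2.06 ± 0.49) and WBGene00010966, a gene of the mitochondrial genome (1.36 ± 0.39), with limma adjusted p-values of at most 0.0463. The last call was lost without any 1 of 10 libraries, for example without lin-52 UV 2 (1.31, limma adjusted p = 0.065), and that of ZK353.10 without N2 mock 2 or N2 UV 3 (1.80 and 1.92, limma adjusted p = 0.0511 and 0.0544). The most negative differences were in genes nearly silent in N2 mock and raised there by UV, namely ddn-1 (-3.37 ± 0.25), B0507.8 (-3.11 ± 0.10), F09C6.12, F09C6.13 and T20D4.7. The latter 3 were listed at 0 in at least 1 N2 mock library, so that their differences of -3.42, -3.91 and -3.35 depend on the pseudocount. With pseudocounts of 0.1 and 1 the difference of B0507.8 was -3.59 and -2.72 and that of ddn-1 -3.85 and -2.98.

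Intracellular pathogen response genes had none positive and 14 negative of 26 (20 negative adjusted over the list alone, camera adjusted p = 6.81e-10, adjusted p = 0.00853 with an estimated correlation). Of these, pals-33 was at -1.89 ± 0.24, pals-27 at -1.56 ± 0.20 and pals-39 at -1.44 ± 0.16. The size of these differences depended on the pseudocount, with pals-33 at -2.93 and -1.39, pals-27 at -2.79 and -1.02 and pals-39 at -1.71 and -1.22 for pseudocounts of 0.1 and 1. Insulin pathway and DAF-16 targets had 5 negative of 24 (7 adjusted over the list alone, camera adjusted p = 0.00855, adjusted p = 0.229 with an estimated correlation). Of these, ins-7 was at -1.54 ± 0.30, mtl-1 at -1.13 ± 0.20 and nnt-1 at -0.96 ± 0.19. Nucleotide excision repair had 4 negative of 17 (4 adjusted over the list alone, camera adjusted p = 0.00631, adjusted p = 0.183 with an estimated correlation). In the lead were uvs-1 (-0.78 ± 0.08) and csb-1 (-0.78 ± 0.13). Cytochrome P450 genes had 8 negative of 50 (10 adjusted over the list alone, camera adjusted p = 0.00195, adjusted p = 0.0837 with an estimated correlation). Of these, cyp-14A5 was at -0.57 ± 0.08. Histones had 5 negative of 70 (0 adjusted over the list alone, camera adjusted p = 0.0271, adjusted p = 0.596 with an estimated correlation).

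Positive as lists were body wall muscle markers (9 of 19, 15 adjusted over the list alone, camera adjusted p = 1.82e-09, adjusted p = 0.248 with an estimated correlation). Of these, mlc-1 was at 0.41 ± 0.06, unc-89 and unc-22 at 0.36 ± 0.05 and mlc-3 at 0.33 ± 0.06. Collagens had 22 positive and 1 negative of 64 (29 and 2 adjusted over the list alone, camera adjusted p = 2.28e-06, adjusted p = 0.183 with an estimated correlation). Of these, col-93 was at 0.79 ± 0.17 and col-146 at 0.66 ± 0.14. Neuron markers had 10 positive and 1 negative of 30 (13 and 1 adjusted over the list alone, camera adjusted p = 0.00238, adjusted p = 0.338 with an estimated correlation). Of these, the choline transporter gene cho-1 was at 0.41 ± 0.07. Mitochondrial and endoplasmic reticulum chaperones had 5 positive of 12 (7 and 1 adjusted over the list alone, camera adjusted p = 0.0109, adjusted p = 0.296 with an estimated correlation). Of these, hsp-60 was at 0.44 ± 0.08. Glutathione S-transferases had 6 positive and 1 negative of 40 (7 and 3 adjusted over the list alone, camera adjusted p = 0.034, adjusted p = 0.296 with an estimated correlation). Cell cycle and mitosis genes had 7 positive and 1 negative of 67 (the same adjusted over the list alone, camera adjusted p = 0.455). Of these, cya-2 was at 1.43 ± 0.25, top-2 at 0.64 ± 0.06, tpxl-1 at 0.59 ± 0.12 and smc-4 at 0.44 ± 0.05.

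DDR genes had 6 positive and 14 negative of 192 (3 and 13 adjusted over the list alone, camera adjusted p = 0.174). These included rad-50 (-0.54 ± 0.06) and hmg-12 (0.5 ± 0.08). The mean difference of germline-enriched DDR genes exceeded that of the others by 0.069 (permutation p = 0.0139, adjusted 0.0279), and that of bound DDR genes by 0.024 (permutation p = 0.409, adjusted 0.445). Moulting cycle genes had 2 positive of 43 (0 adjusted over the list alone, camera adjusted p = 0.614). Of the fixed genes lin-53 (0.38 ± 0.07, limma adjusted p = 0.00794) and lin-35 (0.28 ± 0.08, limma adjusted p = 0.0498) were called, and the call of lin-35 was lost without any 1 of 11 libraries, at 0.25 (limma adjusted p = 0.121) without lin-52 UV 4. The differences of lin-9, lin-37, lin-54, efl-1, dpl-1, egl-1 and cep-1 were not called, with limma adjusted p-values of 0.565, 0.0871, 0.961, 0.997, 0.371, 0.991 and 0.932.

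The count of 1503 moved more with single libraries than the others. It was 833 without lin-52 UV 4, 844 without N2 UV 2, 920 without lin-52 UV 3, 961 without N2 mock 1 and 979 without N2 UV 3, and 458 with libraries scaled to an equal sum, of which 60.9% were positive (279 and 179) against 46.7% here. Of the 103 called genes that the naming rule gave for this comparison, 62 (60.2%) lost their call under at least 1 alternative.

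**Figure D3:**
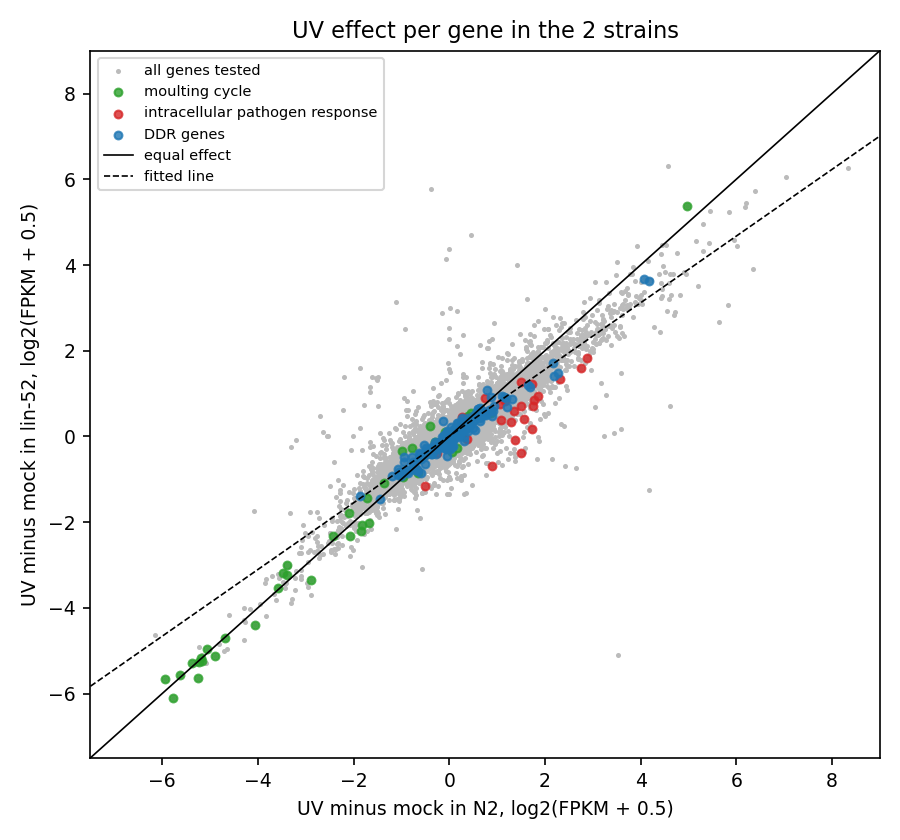
UV effect per gene as log2 fold change in N2 (x axis) and in lin-52 (y axis) for the 12913 genes tested, with moulting cycle (green), intracellular pathogen response (red) and DDR genes (blue) marked, the line of equal effect (solid) and the least-squares line (dashed, slope 0.778). Moulting genes lie along the line of equal effect and most pathogen response genes lie below it.

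Across genes, which are not independent replicates, the UV effects in N2 and lin-52 had a Pearson r of 0.915 and a Spearman rho of 0.908, from separate libraries. Of the genes raised by UV in N2, 3847 of 4723 were also raised in lin-52, where independent lists would share 1561, and 3950 of 4782 were lowered in both, where 1603.5 would be shared.

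**Figure D4:**
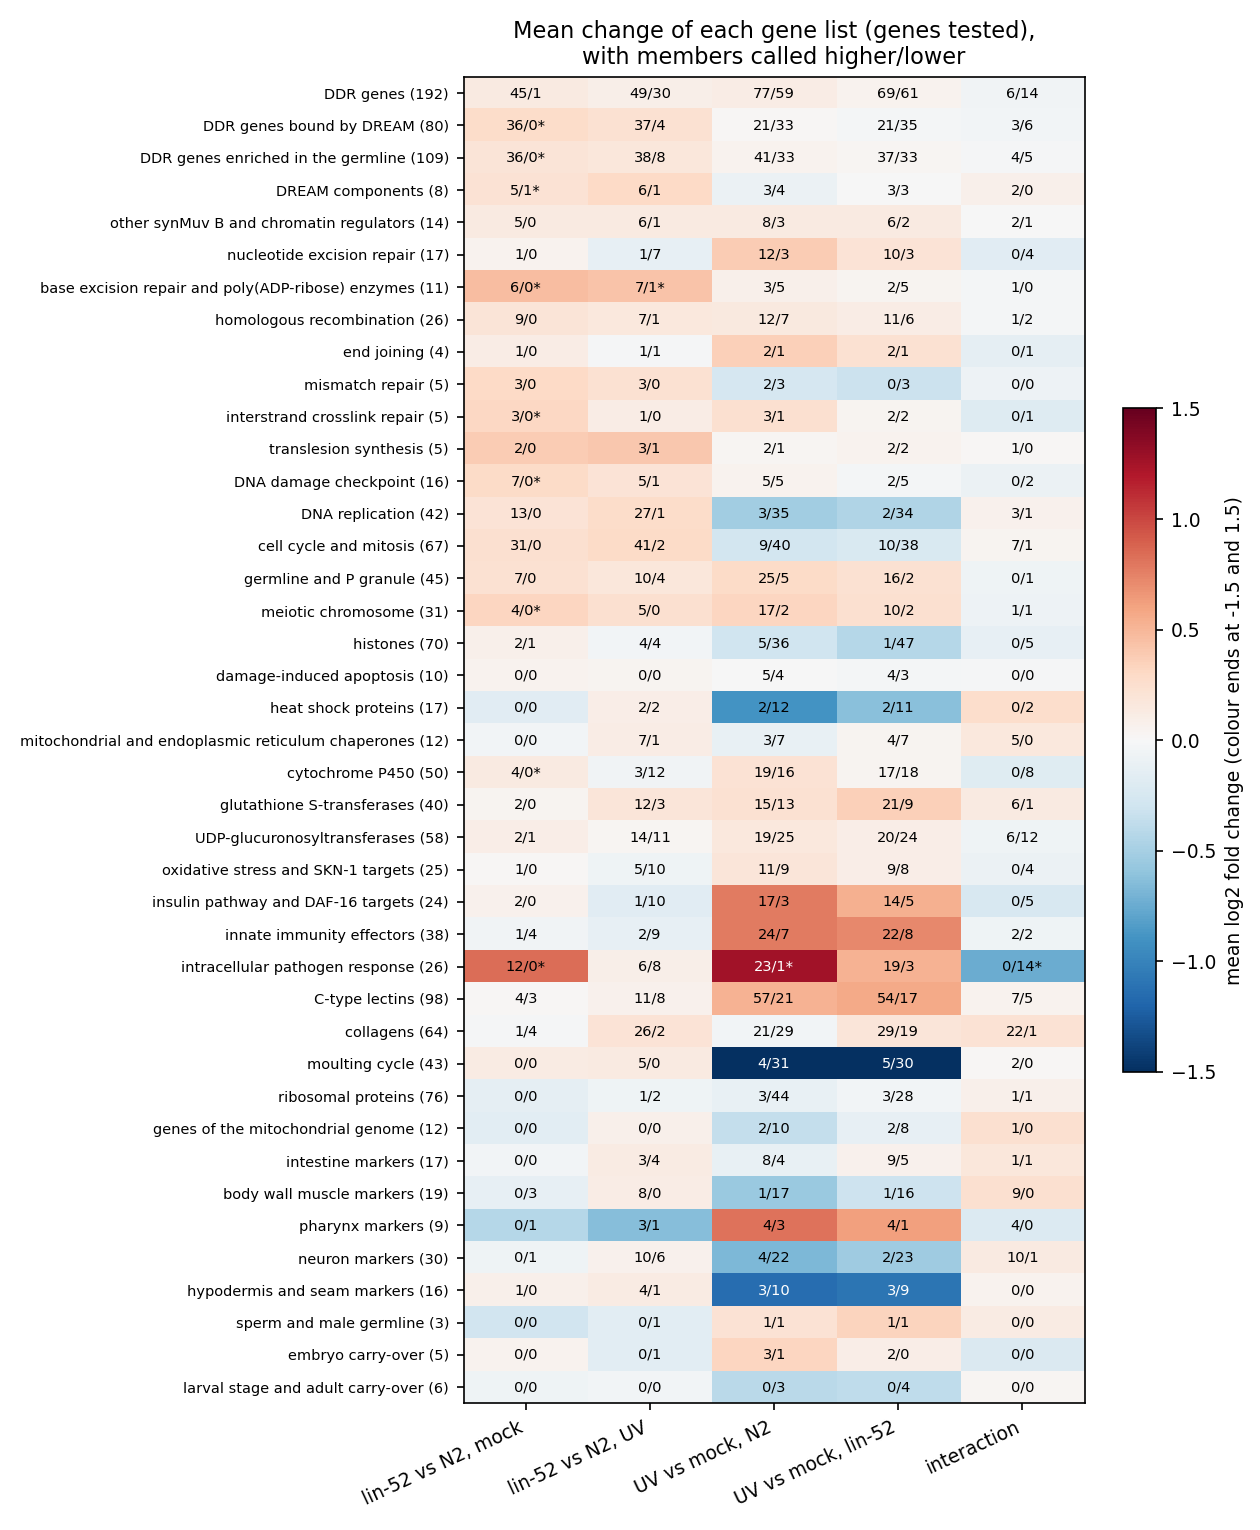
Mean log2 fold change (colour, ending at -1.5 and 1.5) of each gene list with at least 3 tested genes (rows, number tested in brackets) in the 5 comparisons (columns). Each cell gives the members called higher and lower, and an asterisk marks the 12 of 205 cells called by camera with an estimated correlation. The mean of intracellular pathogen response genes was positive in the first 4 columns and negative in the last.

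With its preset correlation camera called 80 of 205 pairs of list and comparison, and 12 with an estimated correlation. The 80 calls rank lists and do not show each of them apart from chance.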

Values the study reported

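Among genes with higher expression in lin-52 mutants than in wild type, the study counted 271 of 671 as enriched in the germline, and among genes with lower expression 26 of 464. Of 211 DNA-damage response genes 53 were higher in the mutants. The study found 80 of the 211 genes, and 43 of the 53, to be bound by DREAM. Of the 211 genes 111 were germline-enriched, as were 40 of the 53.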

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

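Of the tests in this part, the splits of the samples were planned, and the tests of the slope, of the pathogen response genes and of the X chromosome were chosen only after the result was seen.

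The results here were set apart because the effect of UV differed between N2 and lin-52 by the interaction term of limma. The difference was called for 1503 genes. Among 100 regroupings of the strain labels within each treatment, the real one included, 2 called as many. Most regroupings also mix the strains among the UV libraries, which adds the strain difference to the spread. Draws that kept the UV labels and changed only mock labels called 794 to 1288 genes. The rank therefore bears on a strain difference of any kind and cannot exclude chance for the interaction. The highest other count was 2731, in the draw that exchanges the strain labels of all UV libraries and so measures the strain difference averaged over both treatments, and the next was 1288. With lists adjusted within this comparison, as many as in the real grouping (9, against 10 adjusted over all 5 comparisons) were called in 41 of the 100 draws, with up to 24 in another one, so for the number of lists chance is not excluded.

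Lists set apart in this way had mean differences of -0.742 (intracellular pathogen response), -0.238 (insulin pathway and DAF-16 targets), -0.182 (cytochrome P450), -0.175 (nucleotide excision repair) and -0.122 (histones). Means were 0.241 for body wall muscle markers, 0.221 for collagens, 0.155 for mitochondrial and endoplasmic reticulum chaperones, 0.135 for glutathione S-transferases and 0.133 for neuron markers. Repair genes enriched in the germline differed from other repair genes by 0.069. Single genes were ZK353.10 (2.06), C01B10.7 (1.56), haf-6 (1.53), WBGene00010966 (1.36), F23D12.3 (1.35), lin-53 (0.38), lin-35 (0.28), F09C6.13 (-3.91), F09C6.12 (-3.42), ddn-1 (-3.37), T20D4.7 (-3.35) and B0507.8 (-3.11).

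The first pattern weighed is the smaller UV effect in lin-52. Noise in the estimates alone is argued against by the slope of the lin-52 effect on the N2 effect, which was 0.815 after correction for noise in N2 (jackknife SE 0.039 over 12 libraries), and lin-52 UV 2 alone by a slope of 0.788 without that library. Animals without a UV response are argued against by 7 moulting genes, whose share of the mock level left after UV was higher in lin-52 by a median of 0.26 percentage points (from -0.01 to 1.62), where the limit set for this explanation was 6.1 points. A lower dose reaching the lin-52 plates was not tested and stays open beside the strain itself. That the lin-52(n771) mutation lowers the response to UV is therefore only a hypothesis. The paper reported improved removal of UV lesions in lin-52 larvae, which these values do not measure.

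The second pattern is the higher level of intracellular pathogen response genes in lin-52 mock. Reads shared between pals paralogs are argued against as the whole cause by 5 of the 12 called members that lie outside the pals family (cul-6, drh-1, eol-1, fbxa-158 and skr-5, named after their values were seen). Whether these 5 share reads with paralogs of their own was not tested. A single library is argued against by a lowest number of 10 called members when 1 library was left out. An infection of the mutant cultures was not testable with these values. It stays open beside an effect of the mutation or of another genetic difference between the strains.

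The third pattern is the low number of X-linked genes among those higher in lin-52 mock. The expression of X-linked genes is argued against by 82.3 genes expected from autosomal genes matched on level and SE, where 12 were called. Scaling is argued against by a highest odds ratio of 0.16 under the 3 other scalings. Without the listed germline, meiotic, repair and cell-cycle genes the odds ratio was 0.19 (0.09 to 0.33), but these lists held only 20.7% of the genes called higher, so a lack of such genes on X cannot be told apart from another property of the chromosome.

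For the 4 other comparisons the 6 libraries allow 10 splits, which are too few for a share under 0.05. The real split called 688, 3637, 9505 and 8598 genes (strain without UV, strain after UV, UV in N2, UV in lin-52), and the highest other split 2, 1, 1 and 2. In each of these the number of splits with as many genes was 1. For repair genes higher in lin-52 mock the values were 45 in the real split and 0 in the highest other (1 split with as many). For lists, adjusted within each comparison, they were 25, 18, 13 and 13 in the real split and 16, 10, 12 and 14 in the highest other (1, 1, 1 and 2 splits with as many). Every other split mixes the real groups unequally, so it keeps a part of their difference and adds the rest to the spread. This lowers the number of genes called, so the low counts of genes in the other splits do not argue against chance. Why lists were called in these splits was not tested. The number of lists called at the preset correlation is therefore read with caution.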

How the results depend on the processing

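The treatment of zeros as missing, the scaling of libraries to an equal sum for lists, the alternatives for the X chromosome and the omission of single libraries for correlations were chosen only after the result was seen, and the other alternatives were planned.

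With libraries scaled to an equal sum, 418 genes were called for the strain without UV, 2162 for the strain after UV and 458 for the interaction, against 688, 3637 and 1503. That sum ran over all genes listed, ribosomal RNA included. The share of ribosomal RNA ran from 11.64% to 22.64% over the libraries, and from 14.65% to 22.64% within lin-52 mock. Whether this caused the lower counts was not tested. Leaving out 1 library gave 447 to 781 genes for the strain without UV, 2560 to 3923 after UV, 9011 to 9548 for UV in N2, 8096 to 8591 for UV in lin-52 and 833 to 2184 for the interaction. Without lin-52 UV 2 the counts rose for the strain without UV (781), the strain after UV (3923) and the interaction (2184), and the cause was not tested. The lowest and highest came without N2 mock 1 (447), lin-52 UV 4 (833) and lin-52 UV 2 (2184), and the count of the interaction was also low without N2 UV 2 (844), lin-52 UV 3 (920), N2 mock 1 (961) and N2 UV 3 (979). No call shared with these fits changed sign except 7 for UV in N2 and 8 for UV in lin-52 under quantile normalization.

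The replicate numbers do not pair the samples: 13 same-numbered pairs had correlations of -0.14 to 0.05 over 9865 genes, and 0 of 12 libraries correlated best with their own number. With the replicate number as a block, 414 genes were called for the strain without UV and 837 for the interaction, and fry with this block called 127 pairs of list and comparison. Counts of the other comparisons stayed within 1.5 times.

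Of 205 pairs of list and comparison, camera called 80, 12 with an estimated correlation, and fry called 135. Directions turned for ribosomal proteins under quantile normalization (camera adjusted p = 0.535 for both strain comparisons and 0.926 for UV in lin-52). With fry they turned for cytochrome P450 (adjusted p = 0.026) and UDP-glucuronosyltransferases (0.00232, with the block 0.00516) in lin-52 after UV, and with the block for translesion synthesis in N2 (0.0469). The cause was not tested.

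The Pearson r between strain effects was 0.374 with a pseudocount of 0.1 and ran from 0.37 to 0.417 over all alternatives, with 0.37 without lin-52 UV 3 and 0.403 without lin-52 UV 2. Between UV effects it was 0.932 for genes at 5 FPKM or more, 0.893 with a pseudocount of 0.1 and 0.923 with 1, and 0.903 to 0.91 without 1 library. The Spearman rho between UV effects was 0.934 at 5 FPKM or more and 0.893 to 0.909 without 1 library. The rho of gene span was -0.093 in N2 and -0.087 in lin-52 at 5 FPKM or more. The odds ratio of repair genes among those higher in lin-52 mock stayed at 7.1 or more in the 25 alternatives run.

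Of 329 pairs of named gene and comparison, 314 kept direction and side of the threshold in every alternative, 13 lost the call and 2 gained it somewhere, but list members had been chosen for this stability. Without that choice 151 of 651 calls were lost somewhere. Depth per library is known only as a ratio, and 1.2-fold changes were recovered in 23.9% of simulated cases.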

Other observations

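Without UV, 225 of 12913 tested protein-coding genes were lower in lin-52 than in N2 by limma on FPKM, and 91 with libraries scaled to an equal sum or 87 (without N2 mock 1) to 283 (without lin-52 UV 2) with 1 library left out. Each of these is fewer than the number of lower genes quoted from the study above. The study named DESeq2 for its tests, and its gene set was not matched here. Genes higher in lin-52 were also fewer than quoted. They numbered 463, with 327 for libraries scaled to an equal sum and 341 to 498 with 1 library left out. A shortfall was therefore not limited to lower genes, but relative to the quoted counts it was larger for them. With the FPKM as deposited 542 genes were higher and 109 lower.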
